A study of Drosophila melanogaster with 10 samples. Its data were reported in "Argonaute2 and LaminB modulate gene expression by controlling chromatin topology" (2018).

How the data were processed

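Polyadenylated RNA from whole female larvae, in the third instar, of *Drosophila melanogaster* was sequenced in 10 libraries, made from 5 strains with 2 replicates each. The strains were labelled w (the control), 51B (homozygous for a null allele of AGO2), 51B/+ (heterozygous for that allele), V966M (homozygous for an allele of AGO2 that changes its catalytic function) and V966M/+ (heterozygous for it). AGO2 is the Argonaute protein that carries small interfering RNAs. The authors trimmed single-end reads with cutadapt and aligned them to the primary chromosomes of the dm6 assembly with HISAT2. They then counted reads over the exons of each FlyBase gene with featureCounts, without regard to strand. The values deposited by the authors are these raw counts, neither normalized nor pooled over replicates. A read in the overlap of 2 genes on opposite strands therefore has no certain origin, and reads of near-identical gene copies could be divided between them or lost.

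The table held 17402 genes, of which 17210 (98.9%) had a symbol and coordinates in the Ensembl annotation of the same assembly, and 1671 had no read in any library. All 10 columns belonged to a labelled sample. Total counts per library ran from 22337432 to 60886803. The libraries numbered replicate 3 had 38930502 to 60886803 counts and those numbered replicate 4 had 22337432 to 26129296, so replicate 3 was the deeper library in all 5 strains. A count of 0 allows a level of up to 3 counts, which corresponds to between 0.049 and 0.134 CPM (counts scaled to the total of the library) in these libraries. Such limits cover counting error only, since PCR copies were not distinguished.

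Groups followed the strain field of the labels. The titles of the samples name the allele in duplicate for the libraries labelled 51B/+ and V966M/+ and once for those labelled 51B and V966M. Reading the duplicated name as the homozygote was an alternative fixed before the data were examined, as were the tests, the other alternatives, the gene lists and the rule for naming genes.

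Genes with at least 10 counts summed over the 10 libraries were kept (13551 genes). Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest) in R 4.3.3, with strain as the only factor and all 10 libraries in 1 fit. Genes were called at a Benjamini-Hochberg adjusted p under 0.1. Standard errors (SE) of log2 fold changes were taken from the fold change and the F statistic. CPM values are TMM-scaled. A fold against a group whose libraries all had 3 counts or fewer was computed against that floor. The comparison of 51B/+ with V966M/+ was added after the data were seen, because it is the comparison of null with catalytic homozygotes when the titles are read.

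The test was checked on simulated data in which 200 of 13551 genes were changed 4-fold in 1 strain. The 200 genes were drawn from those with a mean of at least 1 CPM. Recovery was not tested under that level, where 28.7% of the tested genes lay. The edgeR quasi-likelihood test recovered 94% of the 200 genes and called 28 of the 13351 unchanged genes. DESeq2 recovered 96.5% with 78 such calls, and the edgeR exact test recovered 98% with 88.

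Gene lists were tested with fry, a directional two-sided rotation test, and with camera from limma 3.58.1. The Benjamini-Hochberg adjustment covered 54 tests, from 9 lists and 6 comparisons. The lists were the 5 genes the study followed by qPCR, the nht region, testis genes, glue genes, Eig71E genes, fat body storage genes, immune genes, small RNA pathway genes and female germline genes. Male genes (roX and Y-linked genes) and 2 strain markers were reported as counts and not tested as lists. The symbols esg and nos were not matched to an identifier in the table and were not analysed here. Because all comparisons with w share its libraries, correlations between them were set beside 20 simulated data sets of unchanged strains. Libraries of 1 strain were compared by a chi-square test of their counts over genes.

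Named genes were AGO2, the qPCR genes, the nht region and the male genes. To these were added, for each comparison with w and for 51B with V966M, up to 3 genes in each direction with the largest log2 fold change. They had to have an adjusted p under 0.1, a mean of at least 5 CPM, and both libraries of one strain above both of the other. Alternatives were DESeq2 1.42.0, the edgeR exact test on 2 strains, RLE normalization, filterByExpr, no count filter, an adjusted p under 0.05, an absolute log2 fold change of at least 1, a fit of 2 strains alone, the replicate number as a block, camera, different w libraries for the strains compared, and leaving out each library in turn. With 1 library left in an arm no test was made, and only fold changes were computed.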

Results

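mRNA was profiled in whole female larvae of the third instar from 5 strains, with 2 libraries per strain, to find genes that depend on AGO2 and to separate those that depend on its catalytic function. Total counts were 51300702 and 24282019 for w, 47012237 and 22795859 for 51B/+, 38930502 and 22337432 for 51B, 39831235 and 26129296 for V966M/+, and 60886803 and 25005958 for V966M, with replicate 3 first in each pair. Mitochondrial genes took from 5.57% to 16.52% of the counts. Libraries of 1 strain differed by more than sampling noise in each of the 5 strains (chi-square per degree of freedom from 118.2 to 227.6). Neither library of a strain was therefore taken for a second copy of the other. The test does not separate preparations of the same RNA from separate samples, and libraries of different strains were not compared by it. Across genes, the log2 CPM of the pair correlated with r = 0.966 in 51B/+ and with r from 0.984 to 0.986 in the other strains, and genes are not independent replicates.

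The AGO2 gene was examined first, since it checks the labels. AGO2 (FBgn0087035, 3L, 15554113 to 15561042, dm6) was counted at 191 CPM ± 54.1 (SD, n = 2) in w. The libraries labelled 51B/+ had 3.35 CPM ± 0.715 (SD, n = 2), which is 1.76% of w, and the libraries labelled 51B had 102 CPM ± 3.97 (SD, n = 2), which is 53.8% of w. AGO2 in the libraries labelled 51B/+ was lower than in w, with a log2 fold change of -5.82 (SE 0.34, edgeR adjusted p = 0.000124). The decrease in the libraries labelled 51B had a log2 fold change of -0.90 (SE 0.27) and was not called (edgeR adjusted p = 0.268). It was called with DESeq2 (adjusted p = 0.0705) and with the replicate number as a block (edgeR adjusted p = 0.0529). The libraries labelled 51B had more AGO2 than those labelled 51B/+, by a log2 fold change of 4.92 (SE 0.33, edgeR adjusted p = 0.00043). AGO2 therefore goes against the strain labels of the 51B libraries, and every direction given here for 51B and 51B/+ follows the labels as deposited. Libraries labelled V966M/+ and V966M had 221 CPM ± 38.6 (SD, n = 2) and 199 CPM ± 51.6 (SD, n = 2), within the spread of w. AGO2 overlaps 1 gene, CG7739, on the opposite strand.

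**Figure D1:**
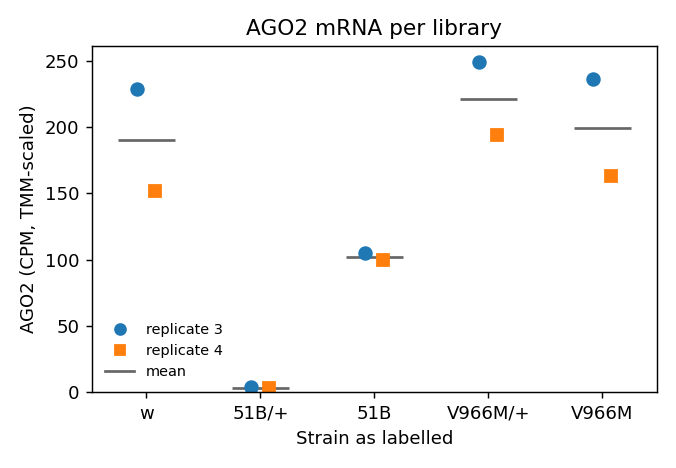
AGO2 mRNA in CPM (vertical axis, TMM-scaled) for the 5 strains as labelled (horizontal axis); points are the 2 libraries of each strain and the line is their mean. The libraries labelled 51B/+ lie at 3.85 and 2.84 CPM, those labelled 51B at 105 and 99.7 CPM, and the others between 152 and 249 CPM.

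Each strain was compared with w to find genes that change with the allele. Of 13551 genes tested, 100 were called in the labelled 51B (57 higher and 43 lower) and 242 in the labelled 51B/+ (112 higher and 130 lower). In the labelled V966M 17 genes were called, 17 higher and 0 lower, with 600 genes at an unadjusted p under 0.05. In the labelled V966M/+ 155 genes were called, 57 higher and 98 lower. These counts moved with the test and with the strains in the fit. For the labelled 51B, the edgeR exact test on the 2 strains alone called 906 genes. The quasi-likelihood test with only those 2 strains in the fit called 819. Calls were not limited to low counts, since 10% of the calls in 51B and 12.4% of those in 51B/+ had a mean under 1 CPM, against 28.7% of the tested genes. On chromosome 3, which carries AGO2, lay 60% of the calls in 51B, 62.4% in 51B/+, 88.2% in V966M and 72.9% in V966M/+, against 44.6% of the tested genes (Fisher's exact test, two-sided, adjusted p = 0.00263, 8.61e-08, 0.00039 and 6.08e-12 over 8 comparisons).

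**Figure D2:**
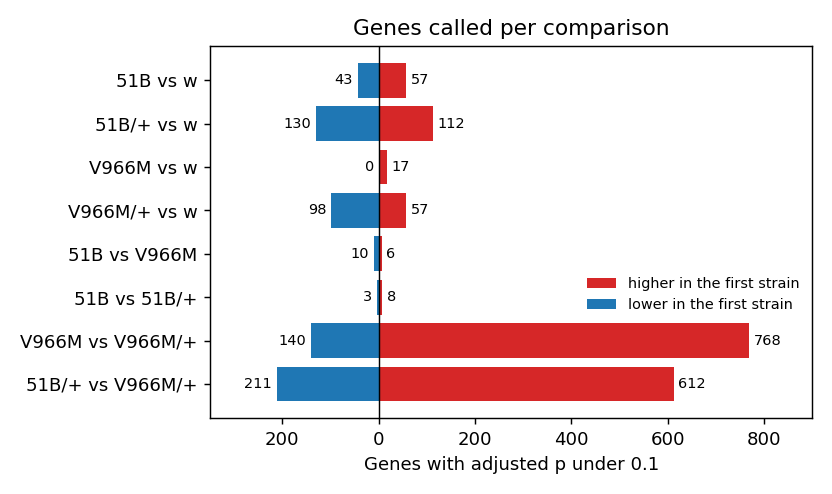
Number of genes with an edgeR adjusted p under 0.1 in each of the 8 comparisons (bars to the right, higher in the strain named first; bars to the left, lower). The 2 comparisons between another strain and the labelled V966M/+ that do not involve w have the longest bars, 768 and 612 genes higher.

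10 genes were called higher in all 4 mutant strains against w and none was called lower in all 4. A difference of the w strain alone would give such calls too, since all 4 comparisons share it. LysP (FBgn0004429, 3L, 1218082 to 1218696), which lies within the gene mwh on the opposite strand, rose from 0.69 CPM ± 0.0979 (SD, n = 2) in w to 18.3 CPM ± 0.363 (SD, n = 2) in the labelled 51B. Its log2 fold change was 4.75 in 51B (SE 0.24, edgeR adjusted p = 0.000103) and 4.62 in V966M (SE 0.24, edgeR adjusted p = 0.000126). It was 5.63 in 51B/+ and 5.72 in V966M/+. Since counting ignored strand, overlaps with a gene on the opposite strand may also leave part of the reads uncertain. This holds for the white gene (kirre), CG6839 (CG18223), CG34278 (cher), CG34215 (CG15236), Cyp4p2 (hig), Cyt-c-d (CG31808) and lncRNA:roX1 (ec). CG13461 (Sytbeta) and lncRNA:CR45809 (Glut1) overlap a gene on the same strand. Overlaps were taken between whole gene spans, introns included, while reads were counted over exons.

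In the labelled 51B, the largest increases among the named genes were in the white gene (symbol w, FBgn0003996, X, 2790599 to 2796466) and CG33267. The white gene had 4 and 0 counts in the w libraries and 449 and 820 in those labelled 51B, a log2 fold change of 8.98 (SE 0.98, edgeR adjusted p = 0.0191) that was not called when 2 strains were fitted alone (adjusted p = 0.142). It had 1283 and 1015 counts in the libraries labelled 51B/+ but 37 and 36 in those labelled V966M, and 1 and 3 in V966M/+. White is a strain marker and the control strain bears its symbol, so its change need not follow from the AGO2 allele. CG33267 (FBgn0053267, 3L, 11564483 to 11572796) had a log2 fold change of 5.53 (SE 0.83, edgeR adjusted p = 0.0483). Among called genes with a mean of at least 5 CPM, the largest decreases were in Srg3 (log2 fold change -2.72, SE 0.51), CG6839 (-2.71, SE 0.34) and CG33346 (-2.40, SE 0.41), with edgeR adjusted p of 0.0883, 0.0205 and 0.0594. Srg3 was not called without a count filter (adjusted p = 0.13).

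In the labelled 51B/+, mthl8 (FBgn0052475, 3L, 22428 to 26308) had 2 and 0 counts and was at least 136-fold lower than in w, which had 18.7 CPM ± 1.2 (SD, n = 2; edgeR adjusted p = 0.000124). Lsp1gamma (FBgn0002564, 3L, 66430 to 68995) fell from 11830 CPM ± 165 (SD, n = 2) to 69.2 CPM ± 7.67 (SD, n = 2), a log2 fold change of -7.42 (SE 0.48, edgeR adjusted p = 0.000166). CG13461 had a log2 fold change of -5.98 (SE 0.55, edgeR adjusted p = 0.00156). Besides the white gene, LysD (7.37, SE 0.91) and CG33267 (7.05, SE 0.89) had the largest log2 fold changes upward, both with an edgeR adjusted p of 0.0101, among called genes with a mean of at least 5 CPM. LysD was not called there when 2 strains were fitted alone (adjusted p = 0.127). LysD belongs to a family of similar lysozyme genes and overlaps LysC, so its reads are of uncertain origin, and its libraries labelled 51B/+ differed, with 24 and 105 CPM.

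In the labelled V966M, the named genes besides LysP were CG34278 (log2 fold change 5.30, SE 0.57, edgeR adjusted p = 0.0252) and lncRNA:CR45809 (4.55, SE 0.68, edgeR adjusted p = 0.0911), which was not called without a count filter (adjusted p = 0.24) or when 2 strains were fitted alone (adjusted p = 0.112). In the labelled V966M/+, mthl8 had 0 counts in both libraries and was at least 196-fold lower than in w (edgeR adjusted p = 9.68e-05). CG17105 (-8.83, SE 1.31, edgeR adjusted p = 0.0273) and CG32198 (-7.29, SE 0.59, edgeR adjusted p = 0.00128) also fell there. Among called genes with a mean of at least 5 CPM, those that rose most in V966M/+ were lncRNA:CR45809 (6.18, SE 0.70), LysP (5.72, SE 0.24) and LysD (5.57, SE 0.87), with edgeR adjusted p of 0.0078, 2.47e-05 and 0.0329. LysD was not called there without a count filter (adjusted p = 0.104).

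The strains were then compared with each other, since a call in one and not in the other is no test of a difference. Between the labelled 51B and V966M, 16 genes were called, 6 higher and 10 lower in 51B. Among those with a mean of at least 5 CPM, the largest increases were in CG11893 (log2 fold change 3.25, SE 0.38), CG34215 (3.14, SE 0.38) and Cyp4p2 (2.22, SE 0.26), each with an edgeR adjusted p of 0.0324. CG34278 (-4.91, SE 0.56) and Hsc70-2 (-3.26, SE 0.37) were lower with the same edgeR adjusted p of 0.0324, and lncRNA:CR45809 (-4.86, SE 0.72) with one of 0.0947, or 0.173 and not called without a count filter. Between the labelled 51B and 51B/+, 11 genes were called, 8 higher and 3 lower. Between the labelled V966M and V966M/+, 908 were called, 768 higher and 140 lower. The labelled 51B/+ differed from the labelled V966M/+ in 823 genes, 612 higher and 211 lower.

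To separate effects that need catalysis, genes called in the labelled 51B against w and not in the labelled V966M were counted. There were 45 such genes higher and 43 lower. Only 6 of the higher and 5 of the lower genes also differed between the 2 strains when that difference was tested. With genotypes read from the titles the counts were 88 higher and 101 lower, of which 70 and 53 also differed between the labelled 51B/+ and V966M/+. The white gene, a strain marker, was among these 70. None of the 87 testis genes (0) was among the higher genes of the quasi-likelihood test under either reading. The overlap was not counted for the other tests. Of the 82 testis genes tested, 46 were at or under 3 counts in all libraries of either 51B/+ or w. Such low counts leave little room for a call, so the 0 does not exclude raised testis genes. The log2 fold changes of 51B and V966M against w correlated across 13551 genes with r = 0.497 and rho = 0.505. Simulated unchanged strains that share the w libraries gave r from 0.445 to 0.491 (mean 0.473, 20 simulations). The r was 0.21 when each strain was set against a different w library. That r was taken on differences of log2 CPM rather than on fitted fold changes, so it is not the same measure as 0.497. No simulation was made for it. Both sets held the same 12 genes, all higher, against 0.1 on average and at most 2 in the simulations. In the simulations w did not differ from the other strains either. The overlap therefore does not separate an effect common to both alleles from a difference of the w strain itself. For the labelled 51B/+ and V966M/+, r was 0.28, below the simulated mean of 0.498, and 53 calls were shared.

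Genes of the spermatogenesis program were examined because the study followed them. nht (FBgn0041103, 2L, 15317954 to 15318901), which encodes a testis-specific TBP-associated factor, had 21 counts in the labelled 51B/+ replicate 3 and 0 in its replicate 4. It had 0 counts in all w, 51B and V966M libraries, and 2 and 0 in V966M/+. The change against w was not called (edgeR adjusted p = 0.441 for 51B/+). In the libraries labelled 51B/+, Hsp60C had 225 and 0 counts, TrxT 219 and 0, and Cyt-c-d 68 and 1. blanks had 129 and 17 counts there, or 2.83 and 0.744 CPM, both above w (0.53 and 0.253 CPM), and 1.46 and 0.909 CPM in V966M/+. None of the 5 genes was called over all genes tested in 51B/+ (0 genes), and 5 were called when adjusted over the list alone, which is not independent evidence, since the study chose them on these samples. In the labelled 51B 0 were called either way. In the region of nht, 17 of 19 genes had a read in the labelled 51B/+ replicate 3, against 11 in its replicate 4 and 11 and 10 in w. CG4161, CG15260, CG15262, ms(2)35Ci and CG15258 had 18, 15, 23, 11 and 10 counts in that library and 1 count or none in replicate 4. CG15263 had 0 counts in all 10 libraries.

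The list of 87 testis genes, of which 35 were over 3 counts in a w library and 5 are the qPCR genes, was summed per library. Its expression was 162.5 CPM in the labelled 51B/+ replicate 3 and 54.4 CPM in replicate 4. The other 8 libraries ran from 43.4 to 64.5 CPM. In replicate 3, 83 of the 87 genes lay above both w libraries, and in replicate 4, 23 did. Libraries of the other mutant strains had from 15 (V966M replicate 4) to 44 (V966M replicate 3) such genes. The median log2 fold change of the 82 tested genes in 51B/+ against w was 4.07, or 1.22 with genes at the floor set to their bound, and it was 0.00 without the labelled 51B/+ replicate 3. That 1 library decides the value. Camera called the list (adjusted p = 5.12e-10) and fry did not (adjusted p = 0.477). Over all genes tested 1 of the 82 was called higher, and 1 when adjusted over the list alone. The median was 0.00 in the labelled 51B, 0.32 in V966M and 0.04 in V966M/+. With genes at the floor set to their bound it was 0.00 in each. Camera also called the list in V966M (adjusted p = 0.0925) and V966M/+ (adjusted p = 0.0715). Fry did not (adjusted p = 0.953 in both).

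**Figure D3:**
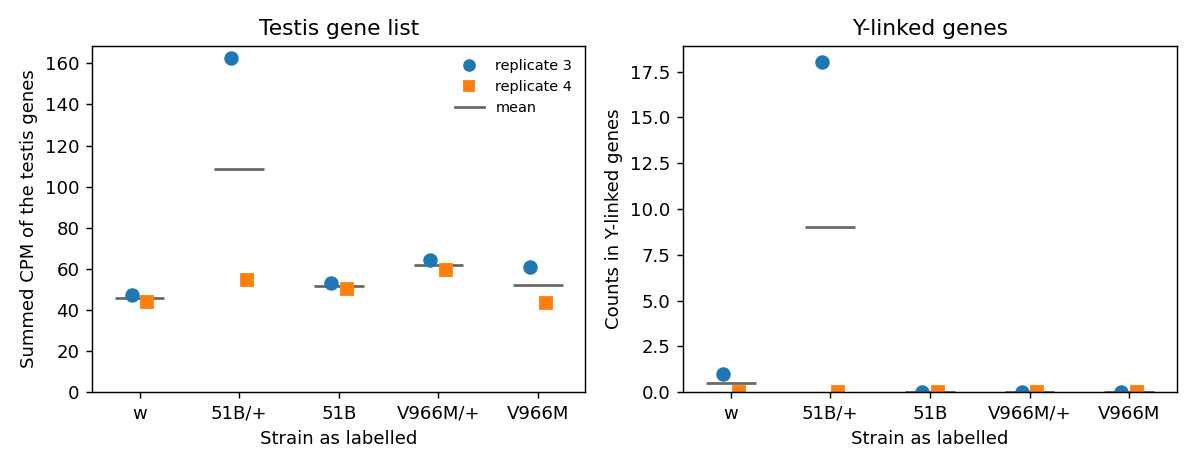
Left, summed CPM of 87 testis genes; right, counts in 11 Y-linked genes, for the 5 strains as labelled (horizontal axis), with points for the 2 libraries and a line for their mean. The labelled 51B/+ replicate 3 lies at 162.5 CPM and 18 counts, and the other 9 libraries have at most 64.5 CPM and at most 1 count.

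Male genes were counted because only female larvae were collected. The 11 Y-linked genes, leaving out FDY, had 18 counts over 10 genes in the labelled 51B/+ replicate 3, 1 count in w replicate 3 and 0 in each of the other libraries. FDY had from 4 to 21 counts in every library and was left out for this reason, after its counts were seen. lncRNA:roX1 was at 60.5 CPM in the labelled 51B/+ replicate 3 and 13.0 in replicate 4, and at 47.2 and 37.5 CPM in w. lncRNA:roX2 had 75 and 1 counts in the labelled 51B/+, and 28 and 60 in w. The differences between 51B/+ and w were within the spread between replicates for lncRNA:roX1 (edgeR adjusted p = 0.958) and lncRNA:roX2 (edgeR adjusted p = 0.882).

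Of the 54 tests of 9 lists in 6 comparisons, fry called 0 at an adjusted p under 0.1, with 5 at an unadjusted p under 0.05 and a smallest adjusted p of 0.211. Camera, which presets the correlation between genes, called 14, and none of these calls held under fry. The smallest fry value was that of immune genes in the labelled V966M/+, where the median log2 fold change was 1.66 and 14 of 18 genes were higher. Of these genes 4 were called higher over all genes tested, and 11 higher and 1 lower when adjusted over the list alone. The median over w was 1.70 and 1.78 in its libraries, and the log2 fold change had a median of 2.55 without w replicate 3. The glue genes, salivary proteins made late in the third instar, had a median of 0.75 in the labelled 51B/+ (fry adjusted p = 0.456), or 0.36 without its replicate 3. The fat body storage genes had a median of 0.19 there (fry adjusted p = 0.315). The medians of the Eig71E genes against w ran from -0.76 in 51B (fry adjusted p = 0.755) to 0.75 in V966M/+ (fry adjusted p = 0.984). Single libraries decide both, since the median in V966M/+ was -3.29 without its replicate 4 and that in 51B was -0.03 without w replicate 3. With genes at the floor set to their bound the median in 51B was 0.00. The small RNA pathway genes ran from -0.20 in 51B/+ to 0.07 in 51B, and the female germline genes from -0.07 in V966M to 0.33 in 51B/+, and neither list was called against w. These medians also moved with 1 library: that of the small RNA pathway genes was -0.08 in 51B/+ without w replicate 3 and -0.03 in 51B without w replicate 4. That of the female germline genes was -0.44 in V966M without its replicate 3 and 0.05 in 51B/+ without its replicate 3. Of the strain markers, white is given above, and both markers together had 16 and 4 counts in w.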

Values the study reported

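The study reported 396 genes that were raised without AGO2 and did not require its catalytic activity, and it found them enriched for spermatogenesis. It described nht as significantly raised in AGO2 mutants with the first version of DESeq and as not significant with DESeq2. Because follow-up RT-PCR found nht raised, it took the DESeq2 result for a false negative, likely owing to low expression. It also reported spermatogenesis genes raised after AGO2 knockdown in somatic cell lines. An nht mutation suppressed their rise in AGO2 null female larvae. None of these experiments was examined here.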

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

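The tests in this part other than those of male larvae against testis genes, stage, background linked to AGO2 and low counts in the comparisons with w were chosen after the results were seen.

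Reads in Y-linked genes drew attention because these genes fall under the count filter and no comparison used them. The labelled 51B/+ replicate 3 had 18 counts over 10 of the 11 genes, while the other 9 libraries together had 1 count. This library holds 13.1% of all counts. The same library had 588 genes with at least 10 counts that lay at least 4-fold above all others, 45 of them on the testis list. No other library had more than 6 such genes. Library depth is argued against, since the 2 deeper libraries had at most 61 CPM of testis genes against 162.5. So is an effect of the strain of one size in both libraries, since 23 of the 87 testis genes lay above both w libraries in replicate 4. The values that male larvae among the females would need are there, as the 18 Y-linked counts rise in the library where testis genes rise, so a few male larvae or some male tissue may be the source. roX RNA does not help, because w had lncRNA:roX2 at 0.511 and 2.53 CPM without testis genes. Whole larvae of another strain cannot be told apart from larvae of the same strain on these data. For the 4 transcripts near absent in replicate 4, the excess of replicate 3 over replicate 4 was 0.0791% of their level in the w, V966M and V966M/+ libraries in total (median 0.187%), and the excess of the 588 genes was 0.0471% of the library. These genes would have to make up 59.5% of the RNA of a share as small as that total, but the 4 transcripts come from 1 library and no male library is at hand to say what share would be needed. Expression of testis genes in female cells of 1 library only was not tested.

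The labelled 51B and V966M differed from each other in 16 genes, which is a difference between strains in their change against w. Low counts are argued against, with a median of 7.12 CPM over the called genes. On chromosome 3 lay 75% of the calls against 44.6% of the tested genes (Fisher's exact test, two-sided, adjusted p = 0.0208 over 8 tests). The other 4 genes were all among the 10 called at an adjusted p under 0.05, where 0.5 false calls are allowed on average, and were called under 7 of 7 other tests, filters and fits. Background linked to AGO2, acting on the genes it carries, is therefore argued against as the whole cause, and stays open for the genes on chromosome 3. A difference between the alleles, unlinked background and exchanged labels also remain open.

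The labelled 51B and 51B/+ differed in 11 genes, with a median of 6.68 CPM, so low counts are argued against. Of the 11 genes 0 were among the 588, which decides nothing about male larvae among the females, since a gene raised in 1 library alone has a wide spread, which works against a call. All 11 genes lay on chromosome 3 and 0 on others (Fisher's exact test, two-sided, adjusted p = 0.000219 over 8 tests), which is where background linked to AGO2 would put them, so that background is a candidate explanation. An effect of the allele on genes of its own chromosome was not tested and stays open.

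The labelled V966M/+ stood apart from both other mutant strains it was compared with. It differed from the labelled V966M in 908 genes and from the labelled 51B/+ in 823. Low counts are argued against by medians of 28.7 and 15.6 CPM. Background linked to AGO2, acting on the genes it carries, is argued against as the whole cause in both, since 439 and 379 of the called genes lay on chromosomes other than 3. Chromosome 3 still held 51% and 53.6% of the calls with a position, more than of the tested genes (44.6%, adjusted p = 0.000125 and 3.4e-07), and 3L held 23.9% of those in the second (adjusted p = 0.00831). In the second 9 genes were among the 588, which again does not decide about male larvae among the females. Genotype, unlinked background and the condition of the larvae stay open and untested. With the 2 strains alone in the fit, 112 and 81 genes were called.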

How the results depend on the processing

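The count of called genes moved with the test and with the strains in the fit. DESeq2 called 582 genes for the labelled 51B against w, 565 for 51B/+, 65 for V966M and 665 for V966M/+. It called 100 between 51B and V966M, 106 between 51B and 51B/+, 1686 between V966M and V966M/+, and 1440 between 51B/+ and V966M/+. The edgeR exact test on 2 strains called 906, 498, 134 and 608 genes for 51B, 51B/+, V966M and V966M/+ against w. It called 256 between 51B and V966M and 125 between 51B and 51B/+. In the simulated data both tests also made more false calls than the quasi-likelihood test, 78 and 88 against 28. All 100 genes called in 51B and all 17 called in V966M against w were also called by both tests.

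With only 2 strains in the fit, 431 genes were called higher and 388 lower for 51B, 84 and 71 for 51B/+, 16 and 0 for V966M, and 98 and 153 for V966M/+ against w. That fit called 48 higher and 58 lower between 51B and V966M, 4 and 2 between 51B and 51B/+, 84 and 28 between V966M and V966M/+, and 48 and 33 between 51B/+ and V966M/+. This fit and the exact test have only 4 libraries behind the estimate of the spread, and the cause of the larger counts was not tested. An adjusted p under 0.05 left 49, 161 and 103 genes for 51B, 51B/+ and V966M/+ against w, and 10, 312 and 297 for 51B with V966M, V966M with V966M/+, and 51B/+ with V966M/+. Without a count filter 23 genes were called between 51B and 51B/+. RLE normalization, filterByExpr and a minimum log2 fold change of 1 moved none of the 8 counts by over 1.5 times. RLE changed the share of higher genes by less than 10 percentage points in each comparison. With DESeq2 and its size factors that share fell from 100% to 75.4% in V966M and from 36.8% to 26.0% in V966M/+ against w, and rose from 37.5% to 52.0% between 51B and V966M. Between 51B and 51B/+ it fell from 72.7% to 51.9%.

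The libraries share replicate numbers, but not every pair of same-numbered libraries deviated together by more than a correlation of 0.1. Over 10 pairs of strains, the correlation of the deviations of replicate 3 was positive and ran from 0.04 to 0.42 (median 0.14), so the numbers were not taken to pair the samples. Replicate 3 was deeper in all 5 strains and had the higher mitochondrial and X shares, AGO2 and lncRNA:roX1 in each, and with 1 library per strain at each number no comparison could be made within a number. With the replicate number as a block, 358, 476 and 294 genes were called for 51B, 51B/+ and V966M/+ against w, 34 between 51B and V966M, 18 between 51B and 51B/+, 1800 between V966M and V966M/+, and 1557 between 51B/+ and V966M/+. AGO2 in 51B against w was called under the block (log2 fold change -0.86, adjusted p = 0.0529) and with DESeq2 (-0.87, adjusted p = 0.0705).

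The set higher in 51B and not in V966M held 253 genes with DESeq2, 379 with the exact test, 152 with the block and 26 at an adjusted p under 0.05. Read from the titles it held 88, or 222 with DESeq2 and 218 with the exact test; these last 2 settings were chosen after seeing the data. The set of lower genes held 287, 426, 188 and 13 genes under the first 4 settings, 75 without a count filter, and 101, 190 and 145 by the titles. The genes that also differed between the 2 strains numbered 41 higher and 34 lower with DESeq2, 77 and 114 with the exact test, and 16 and 13 with the block. By the titles they were 70 and 53, with DESeq2 163 and 109, and with the exact test 160 and 75. At an adjusted p under 0.05, 2 of the lower genes were left. The correlation of the effects of 51B and V966M fell to 0.28 by the titles. With different w libraries it was 0.21, taken on differences of log2 CPM rather than on fitted fold changes. Across the 6 fits that each left out 1 library it ran from 0.389 to 0.693, the highest without w replicate 3.

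Leaving out 1 library kept the sign of every called gene in all 8 comparisons, though the genes were chosen with that library present. The median log2 change of the called genes in the called direction ran from 1.78 to 1.89 in 51B, from 1.88 to 2.10 in 51B/+, from 2.67 to 3.48 in V966M and from 1.88 to 2.03 in V966M/+ against w across the 4 fits that each left out one library. It ran from 2.65 to 2.89 between 51B and V966M, from 4.35 to 4.96 between 51B and 51B/+, from 1.05 to 1.57 between V966M and V966M/+ and from 1.29 to 1.70 between 51B/+ and V966M/+. The log2 fold change of AGO2 ran from -6.08 to -5.51 in 51B/+ and from -1.16 to -0.57 in 51B against w. In V966M and V966M/+ against w, and between these 2 strains, it lay near 0 and changed sign with the library left out.

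Of the list tests, fry called 0 under each setting tried, and camera called 14. The median log2 fold change of the testis genes in 51B/+ against w was 0.57 with filterByExpr, which keeps fewer genes of low count, and ran from 0.00 to 5.15 across the fits that each left out one library, the lowest without the labelled 51B/+ replicate 3. In 51B the median was -0.19 with filterByExpr and 0.14 with the block. For the named genes other than AGO2 (those named by their change, and the qPCR genes in 51B and 51B/+), 11 of the values under other settings changed their side of the threshold, 10 losing the call and 1 gaining it, and 238 did not. Of these, 4 came with the replicate block: CG34278 in V966M against w (adjusted p = 0.122) and between 51B and V966M (0.116) and CG17105 in V966M/+ (0.111) were not called, and blanks in 51B/+ was called (0.0447). The testis genes sit at the limit of the depth, since 46 of the 82 tested were at or under 3 counts in all libraries of either 51B/+ or w.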

Other observations

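The tests of the AGO2 labels and of the middle strain, the test near AGO2 for the excess on 3L, and the counts over all of chromosome 3 were chosen after the results were seen.

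AGO2 was near absent in the libraries labelled 51B/+, at 1.76% of w, a level that the labels as given do not allow for a strain with 1 intact copy. The libraries labelled 51B stood at 53.8% of w, which is the level an exchange of the 2 genotype labels would give. The titles, read as the duplicated allele name for the homozygote, give the same assignment. Exchanged labels are therefore a candidate explanation for the 51B libraries, found and tested on the same data.

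For the V966M libraries the AGO2 level does not tell the genotypes apart. More genes were called against w for the labelled V966M/+ (155) than for the labelled V966M (17). Among 311 genes that differed between w, V966M and V966M/+ (edgeR F test over 3 strains, at least 1 CPM), the labelled V966M lay in the middle in 105 and the labelled V966M/+ in 13. In 193 genes w lay in the middle. The same test over w, 51B and 51B/+ put the labelled 51B in the middle in 137 of 187 genes and the labelled 51B/+ in 42. Exchanged labels and a distinct background or condition of the labelled V966M/+ larvae cannot be told apart, because each would put the labelled V966M/+ at the far end.

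mthl8 had 0 counts in both libraries labelled V966M/+. It had 2 and 0 counts in those labelled 51B/+, at least 136-fold lower than in w. It stood at 42.6% of w in the labelled 51B and 35.9% in the labelled V966M. Among genes with at least 5 CPM in w, those at under 5% of w in both libraries were counted. They numbered 5 for V966M/+, 0 for V966M, 5 for 51B/+ and 5 for 51B. All 5 were called lower than w in V966M/+ and in 51B/+, and 0 of the 5 in 51B. mthl8 was the 1 gene in both the V966M/+ and the 51B/+ sets. No biological explanation was tested for it.

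Genes called against w were more frequent on 3L, the arm of AGO2, than tested genes were (19.7%). The share was 31.0% in 51B (adjusted p = 0.02), 31.0% in 51B/+ (adjusted p = 0.000217), 27.7% in V966M/+ (adjusted p = 0.0232) and 17.6% in V966M (adjusted p = 1), by Fisher's exact test, two-sided, over 8 comparisons. Over all of chromosome 3 the share was 60%, 62.4%, 72.9% and 88.2% in 51B, 51B/+, V966M/+ and V966M, against 44.6% of the tested genes. Background linked to AGO2, acting on the genes it carries, is argued against as the whole cause in 51B/+, since 91 of the 242 called genes lay on other chromosomes. In V966M only 2 of 17 did, which is near the 1.7 false calls that the threshold allows on average. Both were called under 7 of 7 other tests, filters and fits. Only 1 was left at an adjusted p under 0.05, where 0.7 false calls are allowed on average. So few genes do not decide, and linked background stays open there. For the excess on chromosome 3 it stays open in each strain. Within 2 Mb of AGO2 lay 4.13% of the calls in 51B/+ against 3.26% of the tested genes (adjusted p = 0.737). The share was 3% in 51B, 0% in V966M and 1.29% in V966M/+. This does not decide, since a chromosome 3 kept whole would not concentrate calls near the gene. Low counts are argued against, since 12.4% of the calls in 51B/+ lay under 1 CPM, against 28.7% of the tested genes. That share was 10% in 51B, 5.9% in V966M and 8.4% in V966M/+. Larvae of a different stage cannot be told apart from an effect of the strain, since the smallest adjusted p of 12 fry tests of stage lists was 0.315 and 2 libraries per strain leave wide spreads.

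The number of genes higher in the labelled 51B and not in the labelled V966M was 45. That is lower than the value quoted from the study above. It was 379 with the edgeR exact test, the test used here that is closest to the first version of DESeq, and 88 by the titles, or 222 with DESeq2 and 218 with the exact test. The labelled 51B kept AGO2 at 53.8% of w, so the set counted by the strain labels may not be that of a null allele.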
